A study of Mus musculus with 20 samples.

How the data were processed

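The samples were 20 RNA sequencing libraries of mouse primary cortical neurons, taken at embryonic day 15 and grown for 7 days, per the labels' protocols. Cultures were wild type (WT) or carried a knockout (KO) of the circular RNA ciRS-7, whose gene is listed as Cdr1as. They were kept for 12 h in normoxia with glucose at 25 mM (N) or under oxygen and glucose deprivation (OGD) at 1% oxygen without added glucose, per the labels' protocols. Libraries of total RNA were made with a strand-specific kit, per the labels' protocols. Each of the 4 groups (N_WT, OGD_WT, N_KO and OGD_KO) had 5 libraries. The labels gave each culture a batch (1, 2, 3.1, 3.2 or 3.3), and the N and OGD libraries with the same number shared the genotype label and the batch.

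The authors deposited 4 tables, 1 per comparison, each with 10 libraries and between 14152 and 14375 gene symbols. The values are log2 CPM (read counts scaled to a common library size), as the deposited table names and the values themselves show. The aligner, the counting, the annotation, the gene filter, the scaling and the genome build are not stated in the labels, so no coordinates are given. The lowest value was shared by all libraries of a table and lay between -1.6 and -1.21, and the unlogged values of a library summed to between 886324 and 1177551.

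The deposited values had been changed further, in a way that no label states and that was inferred from the values. In each gene and group of 5, the lowest and highest values lay where a clipping (winsorization) at the 10th and 90th percentile of the group puts them, with a weight of 0.6 on the extreme value and 0.4 on its neighbour. This step was inverted. As deposited, between 45.5% and 92.8% of the values of a library corresponded to whole reads, and once the clipping was undone at least 99.91% did, within 0.05 reads and for genes of up to 500 reads. The reads recovered for a library were the same in both tables that hold it for 100% of the genes compared, in all 20 library and table pairs. Genes with the most reads were left out of this comparison. The recovered reads per library ranged from 7071506 to 16658617, as summed in the tables that compare genotypes. These totals cover the genes that passed the authors' filter.

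Each comparison was fitted inside its own table on the deposited log2 CPM with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend), without a block or batch term, and genes were called at a Benjamini-Hochberg adjusted p under 0.05, two-sided. The interaction of genotype and treatment needs all libraries on 1 scale, so the recovered reads of the 13688 genes in all 4 tables were put on a joint log2 scale with a prior count of 2 and fitted over the 20 libraries with the culture as a block through duplicateCorrelation. Single transcripts were also compared by two-sided exact permutation tests on 5 against 5 libraries, whose smallest possible p is 0.00794.

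The 5 fixed lists of genes were written from general knowledge: hypoxia-induced genes, integrated stress response genes, immediate early genes, glutamate receptor genes and reported miR-7 targets. They were tested with limma camera at a preset correlation of 0.01, with fry beside it, and adjusted over the 20 tests. A further 5 lists of astrocyte, microglia, oligodendrocyte lineage, neuron and proliferation genes described the composition of the cultures, also adjusted over 20 tests. Genes were matched to the 3′ UTRs of GENCODE mouse release 21 for names and sequence. Of 14700 genes over the tables, 14583 matched (14272 by symbol, 231 by an older symbol and 80 by gene ID), and 12517 had a 3′ UTR. Of these, 544 held the 8-base miR-7 site GTCTTCCA and 9129 held no 7-base site. The difference of median log2 fold changes between those sets was compared with 10000 random lists matched on mean expression. The share of a gene's 50-base words (50-mers) also present in another gene was computed from the same transcripts.

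The genes named were chosen by a rule: per comparison, among called genes with a mean log2 CPM of at least 1 and non-overlapping groups (for OGD also the same direction in all 5 cultures), the 5 with the largest rise and the 5 with the largest fall, with the ciRS-7 locus, Cyrano (Oip5os1) and the genes of the fixed lists. The comparisons, tests, lists, rule and most alternatives were set before the data were examined. The alternatives that undo the clipping, use the recovered reads, leave out Cdr1as and Cdr1os or replace the miR-7 site were chosen after seeing the data, as were the leave-one-out fits of the correlations.

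The code was tested on simulated data for 14152 genes, of which 200 were changed, in 10 runs. From values clipped in the same way, 99.45% of changed genes were recovered, 25.71% of calls were false, and 10.82% of unchanged genes had an unadjusted p under 0.05. Without clipping these values were 98.95%, 5.04% and 4.89%. In this simulation the clipped values gave p-values that were too small, so the counts with the clipping undone are printed beside the main ones. With no changed gene, the mean number of calls was 1.1 with clipping and 0.1 without.

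The N and OGD libraries of a number come from the same culture by their labels, so they were read as pairs. The correlation of their deviations from the group means, over genes with a mean log2 CPM of at least 4, was -0.19, -0.01, -0.54, 0.08 and -0.22 for WT cultures 1 to 5, and -0.05, -0.07, -0.69, -0.09 and -0.29 for KO cultures 1 to 5. The alternatives tried covered the pseudocount, filter, scaling, weights, trend, minimum change, block, batch term, batch 3 cultures alone, clipping, recovered reads with limma voom and leaving out each library. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The microglia list was left without a result because 1 of its 14 genes was in the tables. Values of the labels beyond group, number and batch were not used here.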

Results

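Gene expression was measured in cultured mouse cortical neurons of 2 genotypes after 12 h in normoxia or under oxygen and glucose deprivation, a culture model of ischemia. There were 5 libraries in each of N_WT, OGD_WT, N_KO and OGD_KO. The reads recovered per library ranged from 7071506 to 13168705 in N_WT and from 7580741 to 14762866 in N_KO. They ranged from 9217019 to 16658617 in OGD_WT and from 7494946 to 14523455 in OGD_KO. The values compared are the deposited log2 CPM, in which the lowest and highest library of each gene and group had been drawn inwards. The tables give symbols without coordinates, and the genome build is not stated.

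The knockout targets ciRS-7, listed as Cdr1as, which checks the genotype labels. In normoxia Cdr1as was at 6.63 log2 CPM ± 0.1 (SD, n = 5) in N_WT and 0.3 ± 0.39 (SD, n = 5) in N_KO. The recovered reads of Cdr1as were 700 to 1365 per N_WT library and 5 to 16 per N_KO library. Under OGD Cdr1as was at 6.43 ± 0.38 (SD, n = 5) in OGD_WT and 0.18 ± 0.46 (SD, n = 5) in OGD_KO, from 545 to 1912 and 2 to 14 reads per library. The fitted log2 fold change of Cdr1as by knockout was -6.33 with SE 0.15 in normoxia (limma adjusted p 2.56e-16) and -6.25 with SE 0.2 under OGD (limma adjusted p 5.59e-13). In each comparison the 5 KO libraries lay below the 5 WT libraries, with an exact permutation p of 0.00794, the smallest that 5 against 5 libraries allow. A table of genes does not separate circular from linear transcripts of the locus.

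The overlapping transcript Cdr1os rose with the knockout. Its log2 fold change was 1.27 with SE 0.14 in normoxia (limma adjusted p 5.82e-05) and 1.12 with SE 0.15 under OGD (limma adjusted p 0.0012). With the clipping undone these limma adjusted p-values were 0.00339 and 0.0305. Because Cdr1os overlaps the Cdr1as locus and the counting is not stated, its values are uncertain. Cdr1, listed in the table of OGD_WT and N_WT, was at 0.71 log2 CPM ± 0.29 (SD, n = 5) in OGD_WT and 0.81 ± 0.29 (SD, n = 5) in N_WT, a difference within the spread between libraries (exact permutation p 0.603). The long noncoding RNA Cyrano, listed as Oip5os1, belongs to the same network. Its log2 fold change under OGD was -1.16 with SE 0.13 in WT (limma adjusted p 1.55e-07) and -1.09 with SE 0.13 in KO (limma adjusted p 1.57e-06). By knockout Oip5os1 moved by -0.02 in normoxia (exact permutation p 0.849) and by 0.03 under OGD (exact permutation p 0.873), within the spread between libraries. OGD left Cdr1as within the spread in WT, with a log2 fold change of 0.07 (exact permutation p 0.746).

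**Figure D1:**
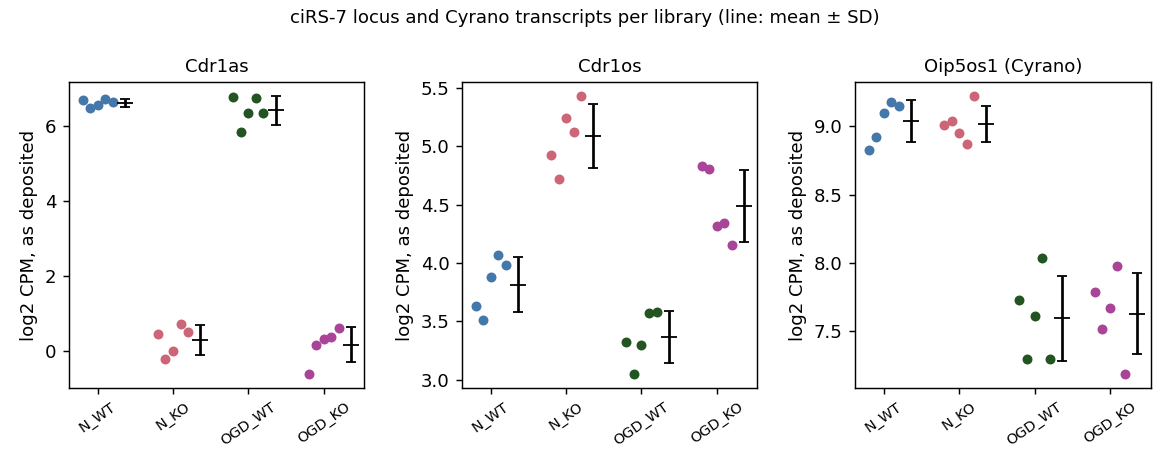
Deposited log2 CPM of Cdr1as, Cdr1os and Oip5os1 (Cyrano) per library, 5 points per group, with the mean and SD beside the points. N groups are from the table of N_KO and N_WT and OGD groups from the table of OGD_KO and OGD_WT, so levels are comparable within a condition. Cdr1as lay at 6.63 in N_WT and 0.3 in N_KO on average.

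The response of WT neurons to OGD was compared between OGD_WT and N_WT. Of 14235 genes, 8280 were called by limma, 4014 higher and 4266 lower under OGD, and 6313 were called with the clipping undone. The log2 fold change was at least 1 in size for 1363 of the called genes, 681 up and 682 down. The groups did not overlap for 5684 genes (39.9%), against 0.79% by chance. With library weights limma called 12254 genes. The glucose transporter gene Slc2a1 rose by 3.99 with SE 0.15 (limma adjusted p 8.8e-15). Fosb rose by 3.87, Ccn1 by 3.81 and Hk2 by 3.78, each higher in 5 of 5 cultures. Gm32444 fell by 2.93, Rxfp1 by 2.86, Adcyap1 by 2.69 and Mal2 by 2.43. Gm26244 had the largest fitted rise, 8.31, and Gm22317 the largest fitted fall, by 6.9, yet 88.7% and 100% of their 50-mers occur in other genes, so both are uncertain.

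The same comparison in KO neurons, OGD_KO against N_KO, gave 8024 called genes of 14375 by limma, 4115 higher and 3909 lower, and 5884 with the clipping undone. The log2 fold change was at least 1 in size for 1219 of them, 690 up and 529 down. The groups did not overlap for 5486 genes (38.2%), against 0.79% by chance. Slc2a1 rose by 3.5 with SE 0.19 (limma adjusted p 6.2e-11), Hk2 by 3.39 and Fas by 3.4. Gm32444 fell by 2.4, Sema3e by 2.25 and Adcyap1 by 2.21. The other genes named by the rule were Gm26244 (6.82), Gm25679 (6.12) and Gm14440 (-2.76), each with at least 88.7% of 50-mers in other genes, and ENSMUSG00000106857 (-3.72), which has no transcript in the reference. In the batch 3 cultures alone, limma called 7167 genes in WT and 4542 in KO. Batches 1, 2 and 3.2 hold at most 1 culture per genotype, so they give no separate test.

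The responses of both genotypes were alike across genes. The fitted log2 fold changes of 14097 genes had a Pearson correlation of 0.942 and a Spearman correlation of 0.943 across genes, which are not independent replicates, and 90.6% had the same sign. Called in both were 6932 genes, 6929 of them with the same sign, while 1286 were called in WT only and 972 in KO only. Whether the response differs between genotypes was tested by the interaction over all 20 libraries. Of 13688 genes, limma called 0, and 99 (0.7%) had an unadjusted p under 0.05, fewer than the median of 664 when the cultures were assigned to the genotypes in other ways. The smallest limma adjusted p was 1. The difference between the counts of called genes is therefore not shown to be a difference between genotypes. The interaction p-values were larger for the real genotypes than for most other assignments, so a difference between the responses is not excluded.

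**Figure D2:**
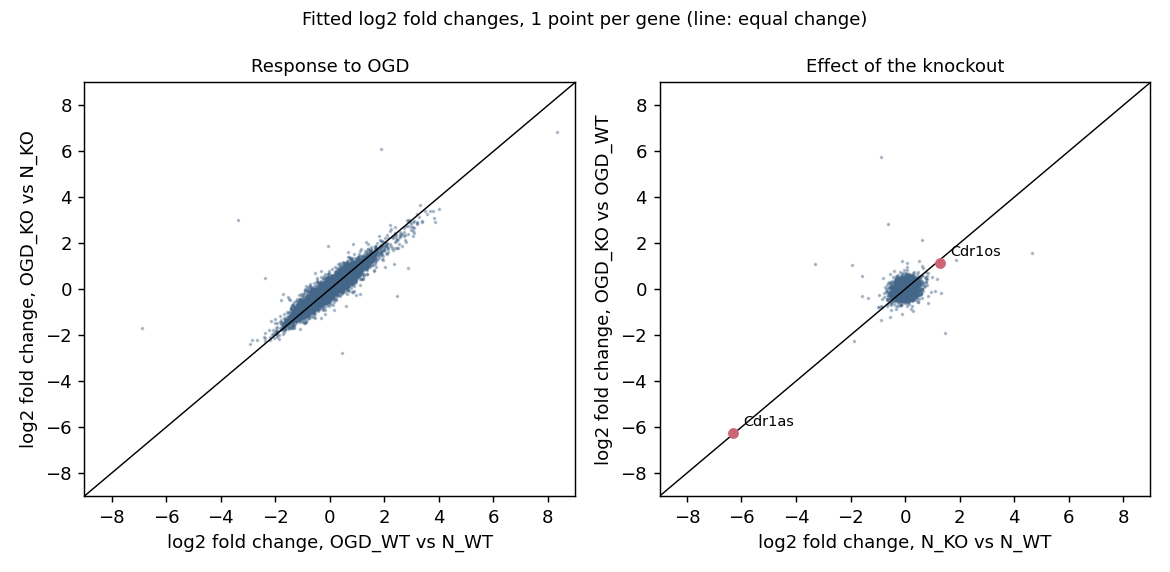
Fitted log2 fold changes, 1 point per gene, for the response to OGD (KO against WT, left) and the effect of the knockout (OGD against normoxia, right), with a line of equal change. The OGD responses had a correlation of 0.942 across genes and the knockout effects 0.231, with Cdr1as far from the other genes.

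The effect of the knockout in normoxia, N_KO against N_WT, was called by limma for 9 of 14152 genes, 7 higher and 2 lower, and for 5 with the clipping undone. An unadjusted p under 0.05 was found for 641 genes (4.5%), or 256 (1.8%) with the clipping undone. The groups did not overlap for 113 genes (0.8%), against 0.79% by chance. Besides Cdr1as and Cdr1os, the rule named Cdhr1, which rose by 0.98 with SE 0.13 (limma adjusted p 0.00165, or 0.0193 with the clipping undone), and Gm14418, which rose by 0.85 (limma adjusted p 0.0489) and was not called with the clipping undone (limma adjusted p 0.644). The other 5 called genes, named after their values were seen, were Rpl36a-ps3 (1.89), Gm14419 (1.44), Prdm12 (1.16), ENSMUSG00000105361 (4.64) and Gm2004. With the clipping undone Gm14419 and Gm2004 were called (limma adjusted p 0.012 and 2.01e-11), and Rpl36a-ps3, Prdm12 and ENSMUSG00000105361 were not (limma adjusted p 1, 0.426 and 0.644). Gm2004 had 0 reads in the N_KO libraries and 37 to 129 in the N_WT libraries, so it was at least 25.7-fold lower, but 100% of its 50-mers occur in other genes, and it was also near 0 in OGD_WT, at 0.127 CPM against 6.93 in N_WT (exact permutation p 0.00794). The count moved most with limma library weights, which called 1006 genes. With the batch label as a covariate limma called 19 genes, and in the batch 3 cultures alone 8.

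Under OGD the knockout effect, OGD_KO against OGD_WT, was called by limma for 12 of 14185 genes, 8 higher and 4 lower, and for 4 with the clipping undone. An unadjusted p under 0.05 was found for 679 genes (4.8%), or 253 (1.8%) with the clipping undone. The groups did not overlap for 139 genes (1%), against 0.79% by chance. Besides the locus, the rule named H2ac14 (5.77), Zfp965 (2.84), Pgk1-rs7 (1.07), Gm28557 (-2.11) and Zfp973 (-1.1), each with at least 73.5% of its 50-mers in other genes. With the clipping undone Zfp965 was called (limma adjusted p 0.0179), and H2ac14, Pgk1-rs7, Gm28557 and Zfp973 were not (limma adjusted p 0.135, 0.551, 0.357 and 0.551). The other called genes, Rnu1b6, Tmsb15l, Sp5, H2ac23 and Gm25679, were named after their values were seen. Sp5 rose by 1.59 (limma adjusted p 0.000948, or 0.0296 with the clipping undone), and 2.1% of its 50-mers occur in other genes. Sp5 rested on few reads, 0 to 6 per OGD_WT library and 13 to 27 per OGD_KO library, and was not called by limma voom. Rnu1b6, Tmsb15l, H2ac23 and Gm25679 were not called with the clipping undone. Library weights gave 3600 genes by limma, the batch label as a covariate 29 and the batch 3 cultures alone 17. Called in both conditions were 2 genes, Cdr1as and Cdr1os. Across 13720 genes the knockout effects in normoxia and OGD had a Pearson correlation of 0.231 and a Spearman correlation of 0.121, with 54.3% of the same sign. Without WT replicate 5 the Spearman correlation was 0.016. Without Cdr1as and Cdr1os the Pearson correlation was 0.141.

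The 5 fixed lists were tested in the 4 comparisons. Of the 20 tests, limma camera gave 13 with an adjusted p under 0.05, 9 up and 4 down. Under fry 10 were past the threshold, namely the 5 lists in both OGD comparisons and none in the knockout comparisons. With an estimated correlation 3 remained past it, the integrated stress response in both genotypes and the immediate early genes in KO. Hypoxia-induced genes had a median log2 fold change under OGD of 1.67 in WT, with 34 of 36 genes higher (camera adjusted p 9.86e-17), and of 1.35 in KO, with 34 of 37 higher (camera adjusted p 4.11e-14). In WT 31 of them were called over all genes and 32 adjusted over the list alone, and in KO 32 and 32. Vegfa of this list rose by 3.36 in WT and 2.96 in KO. Adm had at most 3 reads in any N_WT library and was at least 18.5-fold higher in OGD_WT, and at least 17.8-fold higher in OGD_KO. With Adm at that bound the list medians stayed 1.67 and 1.35.

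Integrated stress response genes had a median of 0.72 in WT (24 of 28 higher, 25 called over all genes and 25 adjusted over the list alone, camera adjusted p 1.54e-07) and 0.82 in KO (25 of 29 higher, 23 and 23 called, camera adjusted p 4.34e-09). Atf3 rose by 2.96 in WT and 2.83 in KO. Immediate early genes had a median of 1.67 in WT (27 of 29 higher, 24 called over all genes and 24 adjusted over the list alone, camera adjusted p 7.64e-14) and 1.44 in KO (26 of 28 higher, 21 and 21 called, camera adjusted p 2.91e-11). Glutamate receptor genes had a median of -0.38 in WT (20 of 24 lower, 17 called over all genes and 17 adjusted over the list alone, camera adjusted p 0.0145) and -0.34 in KO (20 of 24 lower, 14 and 14 called, camera adjusted p 0.00446). Grm2 fell by 1.56 in WT and 1.37 in KO, and Grin1 by 0.83 and 0.92. Reported miR-7 targets had a median of 0.13 in WT (15 of 26 higher, 16 called over all genes and 16 adjusted over the list alone, camera adjusted p 0.238) and 0.06 in KO (17 of 26 higher, 16 and 16 called, camera adjusted p 0.325). Of these, Klf4 rose by 2.98 and Fos by 2.76 in WT, and both are also in the immediate early list.

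Between genotypes 0 genes of the lists were called, both over all genes and adjusted over the list alone. By camera the hypoxia-induced list was higher in N_KO than N_WT, with a median of 0.16 and 31 of 34 genes higher (camera adjusted p 3.61e-06, fry adjusted p 0.565). It was lower in OGD_KO than OGD_WT, with a median of -0.15 and 36 of 36 genes lower (camera adjusted p 6.98e-07, fry adjusted p 0.493). The mean of the list was 5.23 ± 0.32 (SD, n = 5) in N_KO and 5.05 ± 0.29 (SD, n = 5) in N_WT, a difference within the spread between libraries, and 6.06 ± 0.14 (SD, n = 5) against 6.23 ± 0.36 (SD, n = 5) under OGD, also within it. Immediate early genes moved by a median of 0.07 in normoxia (camera adjusted p 0.00396) and -0.1 under OGD (camera adjusted p 0.00476), and the integrated stress response genes by 0.04 under OGD (camera adjusted p 0.0227). Unadjusted limma p-values under 0.05 were found for 2 hypoxia-induced, 6 immediate early, 2 integrated stress response, 1 glutamate receptor and 1 reported target gene in normoxia.

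**Figure D3:**
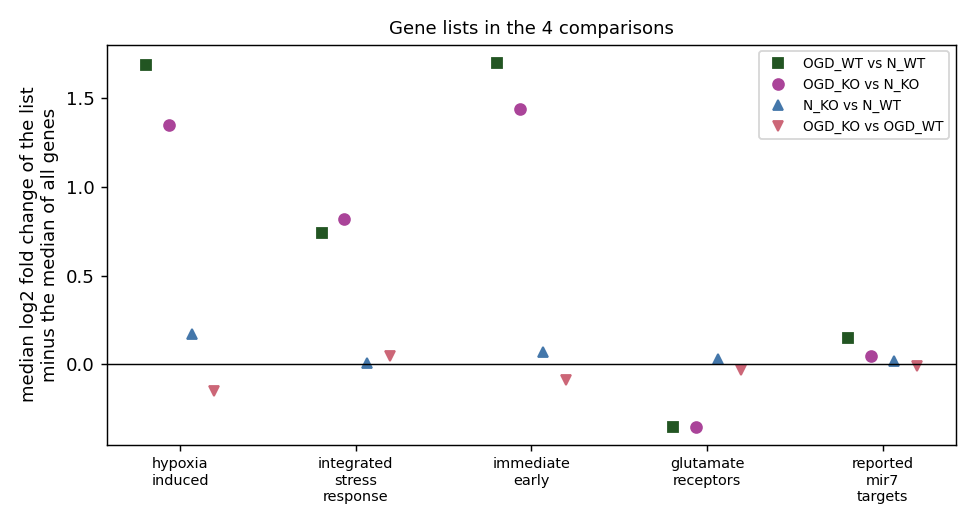
Median log2 fold change of each fixed list minus the median of all genes, in the 4 comparisons. The hypoxia-induced list lay at 1.69 in OGD_WT against N_WT and 1.35 in OGD_KO against N_KO, and between 0.17 and -0.15 in the knockout comparisons.

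Composition lists were compared in the same way. Under OGD astrocyte genes had a median of 0.67 in WT (camera adjusted p 0.00261) and 0.51 in KO (camera adjusted p 0.0159), and neuron genes -0.55 (camera adjusted p 0.00198) and -0.62 (camera adjusted p 0.00186). Proliferation genes rose by a median of 0.97 in WT and 1.1 in KO (camera adjusted p 5e-07 in both), with 12 of 12 genes called in each. Oligodendrocyte lineage genes had medians of -0.08 (camera adjusted p 0.976) and 0 (camera adjusted p 0.695). All of these calls past the threshold held under fry. By knockout, oligodendrocyte lineage genes had a median of -0.14 in normoxia (camera adjusted p 0.00198, fry adjusted p 0.127), and astrocyte genes -0.09 under OGD (camera adjusted p 0.0326, fry adjusted p 0.239).

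Because ciRS-7 carries many miR-7 sites, genes with an 8-base miR-7 site in the 3′ UTR were compared with genes without a 7-base site. By knockout the difference of medians was 0.002 in normoxia over 531 genes with a site (random lists, adjusted p 0.847 over 4 comparisons) and 0.003 under OGD over 534 genes (adjusted p 0.288), so no shift was detectable. With any 7-base or 8-base site the difference in normoxia was 0.007 (adjusted p 0.000267). This larger set was not compared with lists matched on 3′ UTR length. For the 8-base site in normoxia, random lists matched on length had a median difference of 0.01. The 20 control sites of the same bases in another order also had a median of 0.01 there. A shift of 0.007 is therefore not shown to be specific to miR-7. Under OGD the difference was -0.074 in WT over 535 genes (adjusted p 0.0048) and -0.051 in KO over 539 genes (adjusted p 0.0796). Matched on 3′ UTR length in place of expression, the adjusted p in WT was 0.813, and 19 of 20 control sites of the same bases in another order fell as far or further. The camera adjusted p of the site genes was 0.946 in each comparison.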

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

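Each result here is a single library far from the other 4 of its group, by the ratio of its gap to the range of the group, with the clipping undone. The test of shared sequence below was chosen only after the results were seen. Of 126 groups of values examined, 14 had such a library, where chance gives about 6.3. The design names no biological difference between the libraries of a group, so no biological explanation was tested.

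Of the 14, 10 were values of single genes that the comparisons call. Gm26244 stood out in 3 groups: it was at 3.08 log2 CPM in N_WT replicate 1 against -1.27 in the others, at 0.8 in N_KO replicate 3 against -1.21, and at -0.99 in OGD_KO replicate 3 against 6.22 to 7.34. Rpl36a-ps3 was at -1.59 in N_KO replicate 5 against 0.51 to 1.23, and at 0.66 in N_WT replicate 2 against -1.59. H2ac14 was at 5.01 in OGD_WT replicate 2 against -1.6, Rnu1b6 at 1.67 in OGD_WT replicate 5 against -1.6, and Gm22317 at 0.8 in OGD_WT replicate 3 against -1.27. Gm14419 was at -1.29 in N_WT replicate 1 against -0.38 to -0.11, and Fas at 1.99 in OGD_KO replicate 5 against 2.83 to 3.05.

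A candidate explanation is that reads of near-identical copies were assigned to 1 copy or another from library to library. Of these 7 genes, 6 have over 50% of their 50-mers in another gene, the exception being Fas. Among the other 23 genes examined with a reference transcript, 11 do (Fisher's exact test, p 0.104), so shared reads cannot be told apart from other causes here, because the genes are few. The changes fitted for Gm26244, Gm22317, H2ac14, Rnu1b6 and Rpl36a-ps3 rest on values that are present in some libraries and at the floor in others. With the clipping undone, H2ac14 and Rnu1b6 had limma adjusted p-values of 0.135 and 1 between OGD_KO and OGD_WT, and Rpl36a-ps3 had 1 between N_KO and N_WT. The others stayed past the threshold: Gm26244 under OGD (4.27e-09 in WT and 0.000186 in KO), Gm22317 under OGD in WT (4.95e-06), Fas under OGD in KO (9.43e-09) and Gm14419 between N_KO and N_WT (0.012).

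The other 4 were means of gene lists. The immediate early list was at 4.12 in N_WT replicate 4 against 3.67 to 3.73, and the oligodendrocyte lineage list at 4.03 in N_WT replicate 1 against 4.24 to 4.3. The astrocyte list was at 6.23 in OGD_WT replicate 2 against 5.99 to 6.04, and the reported miR-7 targets at 5.54 in OGD_WT replicate 5 against 5.65 to 5.69. No technical explanation was tested for these. Leaving out N_WT replicate 4 left the immediate early list past the camera threshold in normoxia.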

How the results depend on the processing

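Counts of genes called by limma depended on the setting as follows, where the cause was not tested unless given. Under OGD, the requirement of a log2 fold change of at least 1 left 1363 genes in WT and 1219 in KO. With the clipping undone and the batch label as a covariate the counts were 5494 in WT and 4917 in KO, and with the clipping undone and a replicate block 4829 in KO. The batch 3 cultures alone, with fewer libraries, gave 4542 in KO. The other alternatives, among them the pseudocount, filter, scaling, trend and weights, stayed within 1.5 times of 8280 and 8024. Across the fits that each left out 1 library the counts ranged from 7487 to 8412 in WT and from 7254 to 8012 in KO.

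In normoxia the knockout count of 9 became 4 with the filter on mean log2 CPM, which tests fewer genes, 19 without the trend, 1006 with library weights, 19 with the batch label as a covariate, 5 with the clipping undone, 5 with limma voom, 3 with the clipping undone and the replicate block, and 2 in 1 fit over all 20 libraries. Under OGD the count of 12 became 5 with that filter, 3600 with library weights, 29 with the batch label, 4 with the clipping undone, 3 with limma voom, 2 with the clipping undone and the replicate block, and 2 in 1 fit over all 20 libraries. Library weights follow the spread of each library, which was smallest in replicates 1 and 3. Across the fits that each left out 1 library the counts ranged from 5 to 10 in normoxia, with 5 without N_KO replicate 1, without N_KO replicate 3 and without N_WT replicate 1, and from 5 to 16 under OGD, with 6 without OGD_KO replicate 2, 7 without OGD_WT replicate 3 and 5 without OGD_WT replicate 4. Cdr1as was called in all 26 alternatives of both knockout comparisons, and Cdr1os in 26 in normoxia and 23 under OGD.

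KO and WT libraries of a replicate number come from different cultures, and only those of replicate 1 share a batch label. The correlation of their deviations ranged from 0 to 0.22 in normoxia and from -0.25 to 0.25 under OGD, and the replicate block called 5 genes in normoxia and 5 under OGD. For the paired N and OGD libraries the replicate block gave 7751 genes in WT and 7182 in KO. The interaction called 0 genes in all of its alternatives, against 99 genes with an unadjusted p under 0.05.

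Of the 20 list tests, 3 were past the threshold with an estimated correlation, 10 under fry and 12 with the clipping undone, against 13. Leaving out 1 library gave 11 to 14. The hypoxia-induced list between OGD_KO and OGD_WT had a camera adjusted p of 0.0504 without OGD_WT replicate 2, in a range of 3.73e-20 to 0.0504 over the fits that left out 1 library. The immediate early list between N_KO and N_WT had 0.0677 without N_KO replicate 2, and the integrated stress response list between OGD_KO and OGD_WT had 0.206 without OGD_KO replicate 4. For single lists and transcripts, 26 values fell short of the threshold and 7 passed it under some alternative.

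For miR-7 sites, the OGD difference in WT stayed -0.074 when matched on 3′ UTR length but was no longer past the threshold (adjusted p 0.813). In KO it passed with any site (-0.092) and with the clipping undone (-0.061). In normoxia the knockout difference with any site was 0.007, past the threshold but not shown to be specific to miR-7. Under OGD it reversed to -0.003. Small changes of transcripts near 0 also reversed: Oip5os1 by knockout was 0 in normoxia and -0.03 under OGD, both with the clipping undone and with the replicate block added. Leaving out 1 library gave -0.07 to 0.02 and -0.05 to 0.15 for these, -0.19 to 0.01 for Cdr1 in OGD_WT against N_WT, and -0.02 to 0.21 in WT and -0.02 to 0.27 in KO for Cdr1as under OGD.

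The correlation of the OGD responses was 0.95 with a minimum mean expression and 0.95 over called genes, and 0.924 to 0.942 when 1 culture was left out. That of the knockout effects was 0.269 with the minimum and 0.141 without Cdr1as and Cdr1os, and 0.127 to 0.234 when 1 culture was left out, the lowest without KO culture 5. Their Spearman correlation of 0.121 ranged from 0.016 to 0.151, with 0.074 without WT replicate 1, 0.016 without WT replicate 5 (50.7% of the same sign), 0.075 without KO replicate 4 and 0.024 without KO replicate 5 (51.2% of the same sign). A second count model planned for whole-number counts was not run, because the tables hold log2 values, and adjusted p-values of the authors were not available in the tables used here.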

Other observations

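The tests of clipping, of depth, of pooled RNA, of composition and of a strain variant were chosen only after the results were seen. So were the test of Cdr1os with the part related to Xist removed and that of the miR-7 shifts under OGD over other splits. The others were chosen before, apart from the alternatives named earlier as chosen later.

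The lowest and highest library of a group were drawn towards their neighbours in the deposited values. Clipping at the 10th and 90th percentile of each group before deposit is a candidate explanation: with it undone, at least 99.91% of values in each of the 40 library columns were whole reads, against 45.5% to 92.8% as deposited. Clipping within groups narrows the spread within groups, and the test on simulated data showed its effect on p-values. It also moved the difference between groups for some genes, in either direction. Between OGD_KO and OGD_WT the log2 fold change of H2ac14 was 5.77 as deposited and 5.21 with the clipping undone. That of Sp5 was 1.59 and 1.67.

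Replicates 1 and 3 lay in the middle of every group. They held the lowest or highest value of their group in 1.4% to 13.3% of genes, against 58.8% to 64.9% for replicates 2, 4 and 5, where chance gives 40%. Differences between batch labels may have been removed with the groups kept, before deposit. The labelled batches took up a median of 0.5% of the spread within groups over 7225 genes, where 25% is the share expected without any batch effect. Among 100 assignments of the labels to cultures, 1, the real one, was as low, and the lowest other took 4.8%. The labels place replicate 1 of all groups in batch 1 and culture 3 of each genotype alone in its batch. Depth was weighed as another explanation. On read numbers alone, 5 of these 8 libraries had more reads than replicates 2, 4 and 5 of their group, which goes with depth but did not decide, so another test was run in its place. With all libraries thinned to between 7060589 and 7068652 reads, all 8 stayed closer to the mean of their group than replicates 2, 4 and 5, which argues against depth as the whole cause. RNA of other cultures pooled into these libraries would by itself leave the deviations of the N and OGD library of a culture unrelated. Their correlation across genes on the joint scale was -0.54 in culture WT3 and -0.68 in KO3, which pooling alone does not account for. For replicate 1 it was -0.2 in WT1 and -0.08 in KO1, which did not decide, so the 4 libraries of batch 1 were added up. The SD of the sum of their deviations was 0.075, against 0.233 expected if they were unrelated, a ratio of 0.32, while the other pairs of a WT and a KO culture had ratios from 0.53 to 1.19. The deviations of batch 1 largely cancel, which pooling alone does not account for either. A removal of batch differences would make these deviations cancel with or without pooling, so the values do not exclude pooling beside it. No label records a batch removal, so it stays a hypothesis. If batch differences were removed, the libraries of a group are no longer independent and the p-values of all comparisons are affected. The recovered values are whole reads, so a removal would have had to leave whole numbers. The recovered reads, with those used for depth and for Gm2004, could then be adjusted counts and not the reads as sequenced.

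Other splits of the 10 libraries of each comparison, with values clipped again in each of 100 splits, give the chance level of the counts, the real split included. As many called genes came from 1 of 100 splits for OGD in WT, 1 of 100 in KO, 1 of 100 for the knockout in normoxia and 4 of 100 under OGD. For the knockout, the highest other split gave 8 genes against 9 in normoxia and 18 against 12 under OGD. With the clipping undone it gave 2 against 5 and 2 against 4. The real counts include Cdr1as and Cdr1os, so they are no evidence by themselves of a wider effect of the knockout. Among the 16 splits that part as many pairs as the real one, 1 gave as many genes in each OGD comparison, and the highest other gave 5093 in WT and 3974 in KO. For the lists by camera, 17, 33, 39 and 5 of 100 splits gave as many in the same order, so the number of lists past the threshold is no evidence by itself. By fry 5 and 6 of 100 splits gave as many in the OGD comparisons. The miR-7 difference was as large in 1 of 100 splits for OGD in WT, 12 in KO, 91 for the knockout in normoxia and 88 under OGD. The interaction gave 0 genes, so all 100 of 100 assignments of cultures to genotypes had to give as many, which says nothing about chance. At an unadjusted p under 0.05 it gave 99 genes, against a median of 664 in other assignments, and 99 of 100 gave as many. Its p-values were thus larger for the real genotypes than for other assignments, and a difference between the responses is not excluded. The genes with an unadjusted p under 0.05 were fewer for the real genotypes (641 and 679) than the median of other splits (1599 and 1456), and 93 and 89 of 100 splits gave as many.

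The knockout effects in normoxia and OGD share their cultures, so differences between cultures can correlate without a knockout effect. On the joint scale without Cdr1as and Cdr1os the correlation was 0.152, and 1 of 100 assignments of cultures to genotypes gave one as large, with others from -0.864 to 0.148. The margin to the highest other assignment is small, and a removal of batch differences with the groups kept would favour the real assignment, which this test does not exclude.

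Besides Cdr1as and Cdr1os, 17 genes were called between genotypes. Of these, 14 have over 50% of their 50-mers in another gene, against 597 of 14502 genes (4.12%, Fisher's exact test, p 2.1e-17). Reads shared between copies may therefore lie behind most of these calls, and Cdhr1, Prdm12 and Sp5 are the exceptions. Of these, Prdm12 was called in 7 of 26 alternatives and not with the clipping undone (limma adjusted p 0.426), Cdhr1 in 23 of 26 and Sp5 in 22 of 26. Gm2004 was read in N_WT and not in N_KO, and it was also near 0 in OGD_WT, at 0.127 CPM against 6.93 in N_WT (exact permutation p 0.00794), so a loss was also seen without the knockout. Low depth would need few expected reads, whereas 39.6 were expected in the shallowest N_KO library. A shift of its reads to near-identical copies cannot be told apart from a loss: Gm2004 and 12 copies together had a log2 ratio of -0.13 (exact permutation p 0.262), which is too wide a sum to show the loss of 1 member. Gm2004 and its full copy Gm14419 together fell by 1.88 (exact permutation p 0.00794), so a shift to Gm14419 alone does not account for the loss in N_KO. In OGD_WT the 11 copies in that table fell as well, by 0.41 (exact permutation p 0.00794). A strain variant would be the same in the N and OGD libraries of a WT culture, which the difference between OGD_WT and N_WT (exact permutation p 0.00794) argues against for that part. For N_KO, where 5 of 5 libraries had no read, a strain variant cannot be told apart from an effect of the knockout, because any difference in strain would follow the genotype.

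Cdr1os was higher in KO libraries. It is on the X chromosome, so the sex of the cultures could matter. Cdr1os lay above all WT libraries in 5 of 5 KO libraries in both conditions, while Xist did so in 2 of 5 and did not differ past the threshold (exact permutation p 0.222 in normoxia and 0.23 under OGD). With the part related to Xist removed, Cdr1os still differed (exact permutation p 0.00794 and 0.0159). An effect of the edit on the overlapping transcript stays open.

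The fall of glutamate receptor genes under OGD could follow from a loss of neurons relative to glia, since neuron genes fell and astrocyte genes rose. Such a loss raises the genes of all other cell types alike, yet the mean of the astrocyte list moved by 0.59 more than that of the oligodendrocyte lineage list in WT and by 0.42 more in KO (exact permutation p 0.00794 in both). A change in astrocytes, or in the state of neurons, stays open, and the rise of proliferation genes was not explained.

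For the miR-7 site, 20 sites with the same bases in another order served as controls. In normoxia 19 of 20 had a difference by knockout at or above that of the miR-7 site, and under OGD 3 of 20. For the response to OGD, 19 of 20 fell as far as the miR-7 site or further in WT (median -0.115, against -0.074 for the miR-7 site) and 19 of 20 in KO (median -0.116, against -0.051), which argues against reading the fall under OGD as specific to miR-7.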
